A study of Mus musculus with 9 samples.

How the data were processed

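The series measured total RNA of CD103-positive lung dendritic cells from bleomycin-treated mice by sequencing, in 5 samples before and 4 samples after 18 h of culture. Per the labels, RNA was purified on Qiagen columns, and libraries, sequencing and the RNA-seq pipeline were done by a sequencing company. The labels do not state the aligner, the counting tool, strandedness, the genome build, the annotation or any filter. A sample was placed in its group by its treatment label. The labels do not say whether a sample came from 1 mouse or several.

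The authors deposited 1 table of normalized read counts per gene, a signal that is never negative. It holds 49317 rows and 9 sample columns, and every column was matched to a sample by its library name. All values (100%) were whole multiples of what 1 read is worth in their column, so the authors' values are whole gene counts divided by 1 factor per sample. These factors differed from median-of-ratios size factors computed over all rows by at most 6.7e-16 in relative terms. Whole reads per gene were recovered by dividing each value by that step. A normalized count is comparable between samples where most genes do not change, and it is not corrected for gene length or GC content.

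Of the rows, 45535 carry a gene symbol. The 3782 rows without one were kept out of tests and depths, and they held 9.11 ± 1.64% of reads before culture (SD, n = 5, range 6.43 to 10.9%) and 4.57 ± 0.663% after culture (SD, n = 4, range 3.87 to 5.46%). There are 60 symbols used by more than 1 row, 130 rows in all, which were kept as separate rows. Depth in named rows ran from 14.7 to 35.3 M reads per sample. Reads carry no molecular identifiers here, so counting error understates the error of a value, and the spread between replicates was used throughout.

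The design written beforehand assumed normalized values, which the table holds, so the test was kept. Genes with a mean normalized count of at least 10 over all samples were tested (18202 genes). The model was fitted to log2(value + 1) with limma 3.58.1 in R 4.3.3 (group as the only term, moderated with a mean-variance trend, two-sided), and p was adjusted by the Benjamini-Hochberg method over all tested genes. The threshold was an adjusted p of 0.05. Effects are given as log2 fold changes with their standard error. Single values such as component scores and the Itgae mean were compared by exact permutation over all splits of the 9 samples into 5 and 4.

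Lists of genes (14 gene programs and 13 sets of markers of other cell types) were written before the data were examined. They were tested with camera in limma with a preset correlation of 0.01, adjusted within each kind. Of the program genes 285 of 289 were tested and of the marker genes 159 of 170. There were 3 genes on 2 lists, and 1 list gene was not matched to a symbol. The exact permutation test of the mean log2 level of each list passed an adjusted p of 0.05 for 13 of the 14 program lists and 11 of the 13 marker lists.

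Genes named in the text follow a rule set before the data were examined. They are the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 100 and no overlap between groups. They also include up to 3 members of each list with the smallest adjusted p, members past the threshold against their list's median, and 11 genes of dendritic cell function fixed by name. Not every gene that meets the rule is printed. Genes named outside this rule are marked as chosen after their values were seen.

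Shared sequence was measured as the percent of 50-base windows of a gene's longest transcript that also occur in transcripts of other genes, in GENCODE M21 (GRCm38.p6). GC content and length came from the same annotation for 96.4% of tested genes. It may not be the annotation the authors used, so it served only for names, sequence properties and which genes neighbour each other.

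Alternatives fixed beforehand were pseudocounts of 0.5 and 8, no filter and a minimum mean of 50, upper quartile, quantile and TMM scaling, sample weights, count models on recovered reads (edgeR 4.0.16 and DESeq2 1.42.0), a replicate block, leaving out each replicate, and fry or an estimated correlation for lists. A correction for each sample's smooth trend over GC content and length was added after seeing the data. DESeq2 gave no adjusted p for 3 genes, which were left out of its counts.

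The scripts were tested on simulated counts with 200 changed genes, drawn from these samples' means and library sizes. Far fewer genes changed there than in these data, so the simulation does not test the scaling when most genes change. At a dispersion of 0.02, limma recovered 199 of the 200 among 18210 genes tested, with 4.78% of its calls false. At a dispersion of 0.1 it recovered 136 of the 200 among 18174 genes tested, with 4.23% of its calls false, and edgeR recovered 200 and 137. On simulated lists, camera called the 1 shifted list of 14. Other tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.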

Results

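The series asked how a period in culture changes the transcriptome of lung dendritic cells that carry the integrin CD103, which is encoded by Itgae. Dendritic cells take up antigen in tissue and present it to T cells, and in the lung CD103 marks most type 1 conventional dendritic cells (cDC1). The cells came from C57BL/6J mice after 7 days of bleomycin, a drug used to model lung fibrosis. Lungs were digested with collagenase and CD103-positive cells were pulled out on magnetic beads. RNA was taken directly in 5 samples (before culture), and after 18 h in RPMI medium with fetal bovine serum and antibiotics in 4 samples (after culture). No untreated lung, freshly sorted reference cell or other time point is used here, so the comparison below is between cultured and uncultured cells of treated mice.

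Whole reads could be recovered from the normalized read counts, so the depth of each sample is known. In rows that carry a gene symbol, the 5 samples before culture held 27.4, 21.1, 23.8, 28.8 and 14.7 M reads for replicates 1 to 5. The 4 samples after culture held 28.1, 35.3, 26.0 and 34.5 M reads for replicates 1 to 4. Mean depth was 23.2 ± 5.63 M reads before (SD, n = 5) and 31.0 ± 4.62 M reads after culture (SD, n = 4), and the ranges overlapped. Reads were seen in 24855 ± 893 named genes before and 25364 ± 338 after culture (SD). The 20 genes with most reads took 10.5 ± 0.450% of named reads before and 10.0 ± 0.233% after culture (SD). No pair of samples within a group was identical or within counting noise (chi-square per degree of freedom from 7.02 to 66.9 over the 16 pairs), so no pair was treated as a repeated deposit of 1 library. The samples were counted as separate because the labels list them so. At these depths, 1 read was worth a normalized count of 0.758 to 1.79. Precision for abundant genes is therefore set by the spread between replicates, and a value of 3 reads or fewer was treated as the floor.

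The first comparison asked how far the groups lie apart relative to replicates. Over the 18202 named genes with a mean normalized count of at least 10, Pearson correlations of log2(value + 1) were 0.980 to 0.989 among samples before culture and 0.979 to 0.987 among samples after culture. Between groups they were 0.871 to 0.897. The first principal component held 81.7% of the variance and the second 5.25%. All 5 samples before culture scored between −83.4 and −75.3 on the first component, and all 4 after culture between 92.0 and 107.7 (exact two-sided permutation test, p = 0.0159, the smallest p this design allows). The share of the first component moved most when no filter on low values was applied, to 60.0%.

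**Figure D1:**
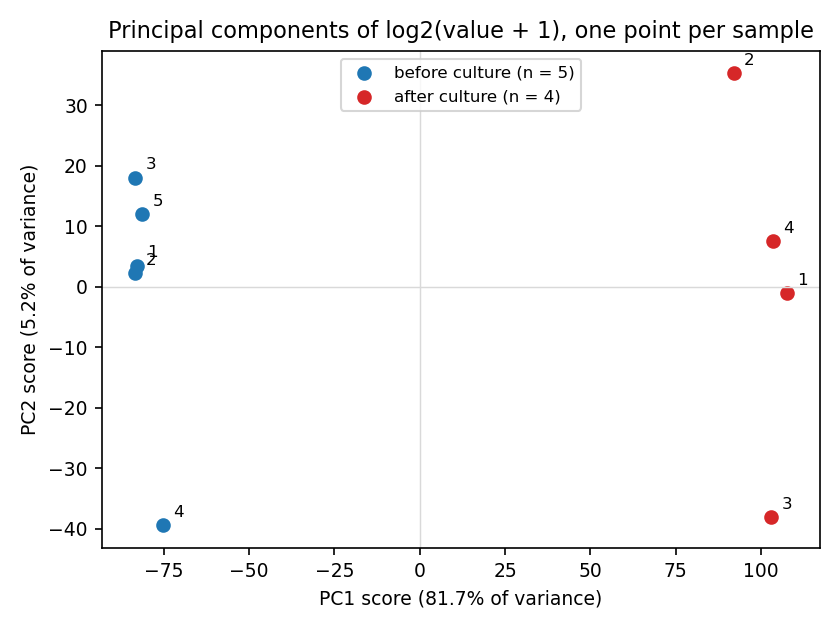
Scores of the 9 samples on the first principal component (horizontal, 81.7% of the variance) and the second (vertical, 5.25%) of log2(value + 1), in arbitrary units; each point is a sample, numbered by replicate, blue before and red after culture. The groups lie apart along the first component, while the second runs from −39.4 for replicate 4 before culture to 35.3 for replicate 2 after culture.

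Of the 18202 genes tested, 12524, or 68.8%, changed in level between the groups at a limma adjusted p under 0.05. Of these, 6225 were higher and 6299 lower after culture. The median log2 fold change over all tested genes was 0.0065, with a median standard error of 0.149. Median-of-ratios scaling centres the middle gene near no change, so this median and the near-even split follow largely from the scaling. With 68.8% of genes past the threshold, the premise that most genes do not change is not met. An overall shift in expression therefore cannot be read from these values. A change of at least 2-fold was met by 5949 genes, 2560 of them higher and 3389 lower (3052 and 3049 under quantile normalization), and a change of at least 8-fold by 217 higher and 644 lower genes. Log2 fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. A fold printed for a single gene is instead the ratio of its group means of normalized counts. The groups' values did not overlap for 10431 genes, or 57.3%, where chance gives 1.59%. For 81 genes every sample of 1 group was at or below 3 reads. The alternative that moved the count most was a minimum mean of 50, under which 9925 of 13551 genes changed and 3836 did so by at least 2-fold. Count models on the recovered reads called 12562 genes (edgeR quasi-likelihood test) and 12663 genes (DESeq2 Wald test) at an adjusted p under 0.05. Of these, 12394 and 12419 were also called by limma, all in the same direction.

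Among genes with a mean normalized count of at least 100, the 5 largest rises were in Gm8221, Cxcl5, Ido2, Apol7c and Serpinb9b. Cxcl5 rose from 3.97 ± 1.86 before to 1297 ± 346 after culture (SD, n = 5 and n = 4), a log2 fold change of 8.11 (SE 0.334, limma adjusted p = 1.82e-10). Ido2 rose from 2.80 ± 1.81 to 847 ± 172 (log2 fold change 7.89), and Serpinb9b from 64.2 ± 19.3 to 7574 ± 562 (6.90). Apol7c rose from 277 ± 68.0 to 37734 ± 4567 (7.11) and Gm8221 from 5.08 ± 3.40 to 1930 ± 376 (8.63). These last 2 values are uncertain, because 45.1% of the 50-base windows of the longest Gm8221 transcript also occur in other genes, most of all Apol7c, and 26.2% of those of Apol7c do, most of all in Apol7a. The 5 largest falls were in S100a9, Slc6a2, Fosb, Septin3 and Shisa7. Fosb fell from 88533 ± 10022 to 275 ± 54.9, a log2 fold change of −8.34 (SE 0.124, limma adjusted p = 4.07e-14). S100a9 went from 1968 ± 716 to 6.15 ± 6.22 (log2 fold change −8.68), Slc6a2 from 756 ± 121 to 2.21 ± 2.65 (−8.34), Septin3 from 10021 ± 754 to 66.6 ± 10.5 (−7.22) and Shisa7 from 465 ± 81.2 to 3.30 ± 3.52 (−7.07). Groups did not overlap for any of these 10 genes. Genes are identified by the symbols in the table, and no coordinates are given because the labels do not state a genome build.

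Itgae, the gene of the marker used for selection, was read in every sample of both groups. Its normalized count was 18138 ± 1537 before and 1727 ± 335 after culture (SD, n = 5 and n = 4), which is 10.5-fold lower after culture (log2 fold change −3.41, SE 0.121, limma adjusted p = 4.45e-11). An exact two-sided permutation test of its group means gave p = 0.0159. Leaving out replicate 2 after culture moved this change most, to −3.27. Of the 24 genes on the list of cDC1 identity genes, 19 were lower and 4 higher after culture, and the same numbers resulted when p was adjusted over the list alone. The list median was −2.40 (log2). Xcr1 was 51.3-fold lower (5836 ± 781 against 114 ± 32.5), Wdfy4 15.9-fold (75717 ± 6275 against 4761 ± 811) and Clec9a 8.75-fold (2756 ± 286 against 315 ± 27.8). Irf8 was 2.18-fold lower (18457 ± 1783 against 8465 ± 404). The 4 higher genes were Batf3 (511 ± 95.4 against 746 ± 96.4), Flt3 (8170 ± 638 against 13082 ± 1988), Id2 (8666 ± 429 against 14743 ± 916) and Zbtb46 (2380 ± 144 against 2868 ± 352). The groups overlapped for Zbtb46, whose log2 fold change of 0.26 no longer passed the threshold without replicate 1 (limma adjusted p = 0.0575) or replicate 3 after culture (0.0533). Over the 9 fits that left out 1 sample its adjusted p ran from 0.00158 to 0.0575.

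**Figure D2:**
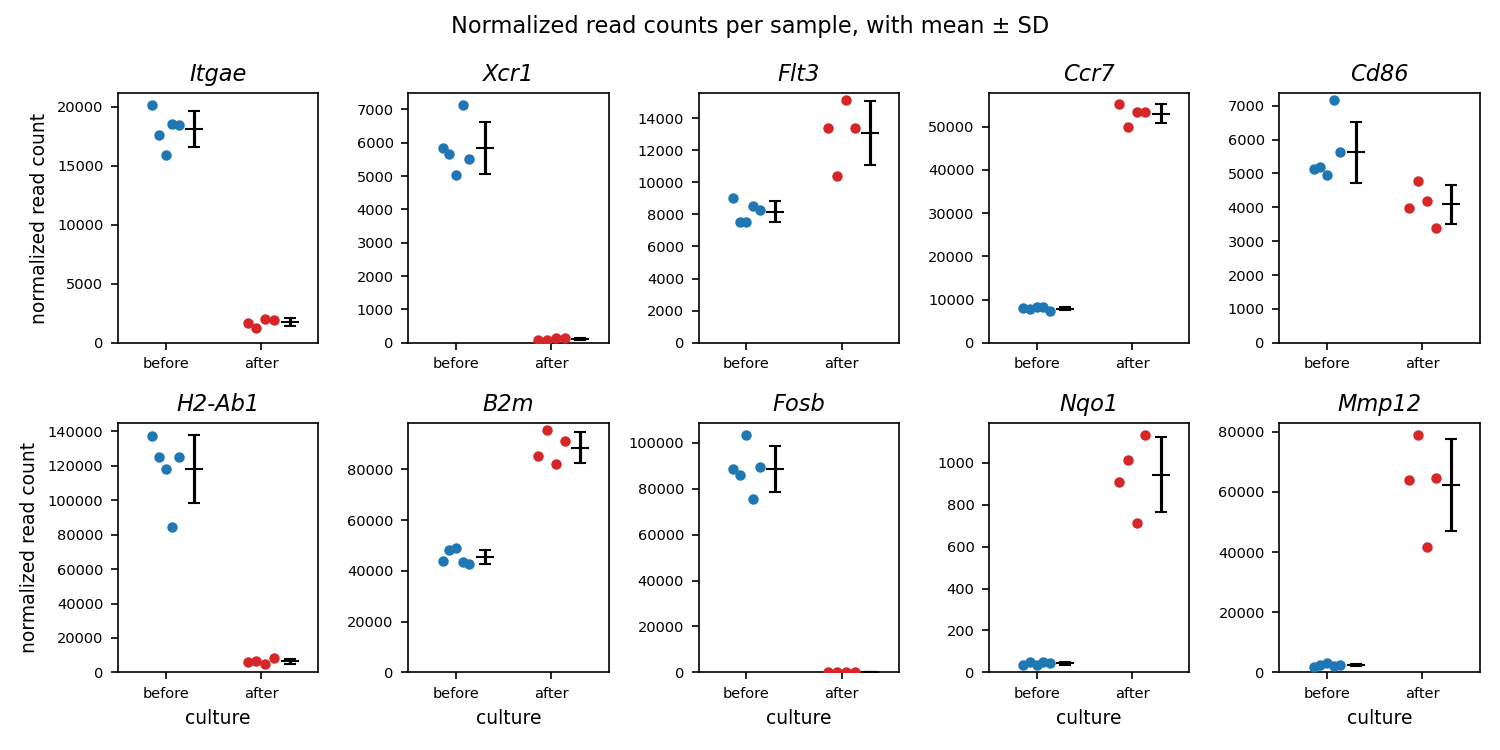
Normalized read counts (vertical, linear axes from 0) of 10 genes before (blue, n = 5) and after culture (red, n = 4); points are samples and the bar beside them is the mean with its SD. Itgae, Xcr1, Cd86, H2-Ab1 and Fosb were lower and Flt3, Ccr7, B2m, Nqo1 and Mmp12 higher after culture, with no overlap between groups in any of the 10 panels.

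The next comparison asked whether lists of genes, written before the data were examined, moved against the other genes. Of the 14 lists of gene programs, 9 passed an adjusted p of 0.05 in camera with a preset correlation between genes of 0.01, and all 9 also passed in fry, which called 13. The mean log2 level of each of the 9 lists did not overlap between the groups. With a correlation estimated from these samples, camera called 0 lists (lowest adjusted p 0.160) and 3 at an unadjusted p under 0.05. The list calls therefore rest on the preset correlation or on fry, while the gene counts within each list come from limma and do not.

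The list of dendritic cell maturation genes had a median log2 fold change of 1.68 (camera adjusted p = 1.18e-08), with 25 of its 30 genes higher and 4 lower, also when adjusted over the list alone. Ccr7 rose from 7918 ± 372 to 53005 ± 2238, Stat4 from 532 ± 64.5 to 5627 ± 599, Tmem123 from 8968 ± 500 to 55154 ± 4399 and Cd274 from 3604 ± 253 to 15146 ± 430. Of the Stat4 transcript, 28.6% of windows are shared, most of all with Gm28177. Cd40 was 2.12-fold higher and Cd80 1.38-fold higher. Il12b did not pass the threshold (2948 ± 672 against 3719 ± 968, limma adjusted p = 0.149), although it did without replicate 4 before culture (0.0490) or replicate 2 after culture (0.0106), in a range from 0.0106 to 0.405 over the 9 fits that left out 1 sample. The 4 lower genes were Cd86 (5620 ± 903 against 4083 ± 567), Cd83 (14237 ± 731 against 9537 ± 875), Icam1 (7734 ± 627 against 5642 ± 222) and Ccl17 (4974 ± 635 against 659 ± 197). After a correction for GC content and length, Cd80 (log2 fold change 0.14) and Icam1 (−0.14) were no longer past the threshold.

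The antigen presentation list did not pass in camera (median −0.32, adjusted p = 0.0617), and its 20 genes moved in both directions, 5 higher and 10 lower. It passed without replicate 4 before culture (0.0439, in a range up to 0.0811 over the 9 such fits), and with edgeR (2.25e-04), without a filter (0.0143) or with quantile normalization (0.0265), in a range from 1.43e-05 to 0.581 over the alternatives with all samples. When divided after the values were seen, all 9 genes of the class II pathway were lower, with log2 fold changes from −4.21 to −1.92 and a median of −2.94. H2-Ab1 went from 118212 ± 19994 to 6446 ± 1458 and H2-DMa from 10285 ± 479 to 1136 ± 221. H2-DMb1 went from 8724 ± 250 to 1144 ± 171, with 27.2% of its windows shared, most of all with H2-DMb2. Of 9 genes of the class I pathway, 4 were higher, namely B2m (45493 ± 2850 against 88512 ± 6045), Nlrc5 (4908 ± 366 against 8685 ± 994), Tapbp (12299 ± 671 against 19383 ± 1301) and Psmb8 (2752 ± 270 against 3435 ± 235). The other 5 class I genes did not pass the threshold. Ctss, the other higher gene of this list, went from 28941 ± 4684 to 50259 ± 12172.

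Immediate early and stress genes fell as a list (median −3.17, camera adjusted p = 2.97e-11), with 22 of 23 genes lower, and all 23 when adjusted over the list alone. Beside Fosb, Nr4a1 was 93.1-fold lower (44963 ± 5458 against 483 ± 83.9) and Btg2 9.53-fold lower (28105 ± 875 against 2948 ± 80.1). Cell cycle genes had a median of −2.42 (camera adjusted p = 1.84e-10), with 23 of 24 genes lower. Top2a was 6.41-fold and Ccnb2 8.63-fold lower, while Tk1 was 1.40-fold higher with overlapping groups. Oxidative stress response genes had a median of 1.27 (camera adjusted p = 2.25e-05), with 15 of 18 genes higher. Gclm was 11.8-fold, Prdx1 11.2-fold and Nqo1 22.3-fold higher, whereas Mt1 was 1.59-fold lower. For Prdx1, 10.9% of windows are shared with other genes.

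Inflammatory cytokines and chemokines had a median of −0.86 (camera adjusted p = 0.0330), with 12 of 19 genes lower and 4 higher. Cxcl9 was 47.6-fold and Ccl4 26.8-fold lower, and Ccl5 8.01-fold and Cxcl3 14.8-fold higher. Cholesterol biosynthesis genes had a median of 0.47 (camera adjusted p = 0.00428), with 13 of 19 genes higher and 2 lower. Idi1 was 5.16-fold higher, with 21.3% of its windows shared, most of all with Gm13502. The integrated stress response list held log2 fold changes from −2.53 to 2.62, with 4 of 18 genes higher and 11 lower. The list had a median of −0.74 (camera adjusted p = 0.0455). It did not pass without replicate 3 before culture (0.0516), without replicate 3 after culture (0.0593) or without replicate 4 after culture (0.0501), in a range from 0.0302 to 0.0593 over the 9 such fits. Mitochondrially encoded genes had a median of 0.67 over 10 genes (camera adjusted p = 0.00428). After the correction for GC content and length the median was −0.011 and the list did not pass (camera adjusted p = 0.793).

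The remaining lists of programs did not pass in camera. Type I interferon response genes had a median of 0.71 (adjusted p = 0.0543), with 10 genes higher and 2 lower among 19. Cxcl10 was 1 of the 2 and was 7.17-fold lower. This list passed with edgeR (0.0231), without a filter (0.0210) or with upper quartile scaling (0.0481), in a range from 0.00550 to 0.581 over the alternatives with all samples. It also passed without replicate 3 before culture (0.0482), without replicate 3 after culture (0.0184) or without replicate 4 after culture (0.0357), in a range up to 0.144 over the 9 such fits. The glycolysis and hypoxia list (median −0.48, adjusted p = 0.0761) passed without replicate 4 before culture (0.0476) or replicate 2 after culture (0.0428), in a range up to 0.166. It also passed without a filter (0.0243) or with quantile normalization (0.0482), in a range from 0.00510 to 0.581 over the alternatives with all samples. The p53 response and apoptosis list had a median of 0.48 (adjusted p = 0.167), with 12 genes higher and 7 lower. Matrix remodelling and fibrosis factors had a median of 0.18 (adjusted p = 0.797), which became −0.048 after the correction for GC content and length. It ran from 0.0533 to 0.277 when a replicate was left out. In this list 8 genes were higher and 8 lower. Mmp12 (2412 ± 397 against 62246 ± 15411) and Mmp8 (401 ± 93.4 against 9876 ± 3673) were among the higher ones. Mmp9 (2320 ± 646 against 155 ± 42.9), Mmp2 (820 ± 167 against 136 ± 36.4), Tgfb1 (12701 ± 1515 against 6508 ± 1389) and Fn1 (91602 ± 27730 against 36906 ± 14600, with overlapping groups) were among the lower ones.

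**Figure D3:**
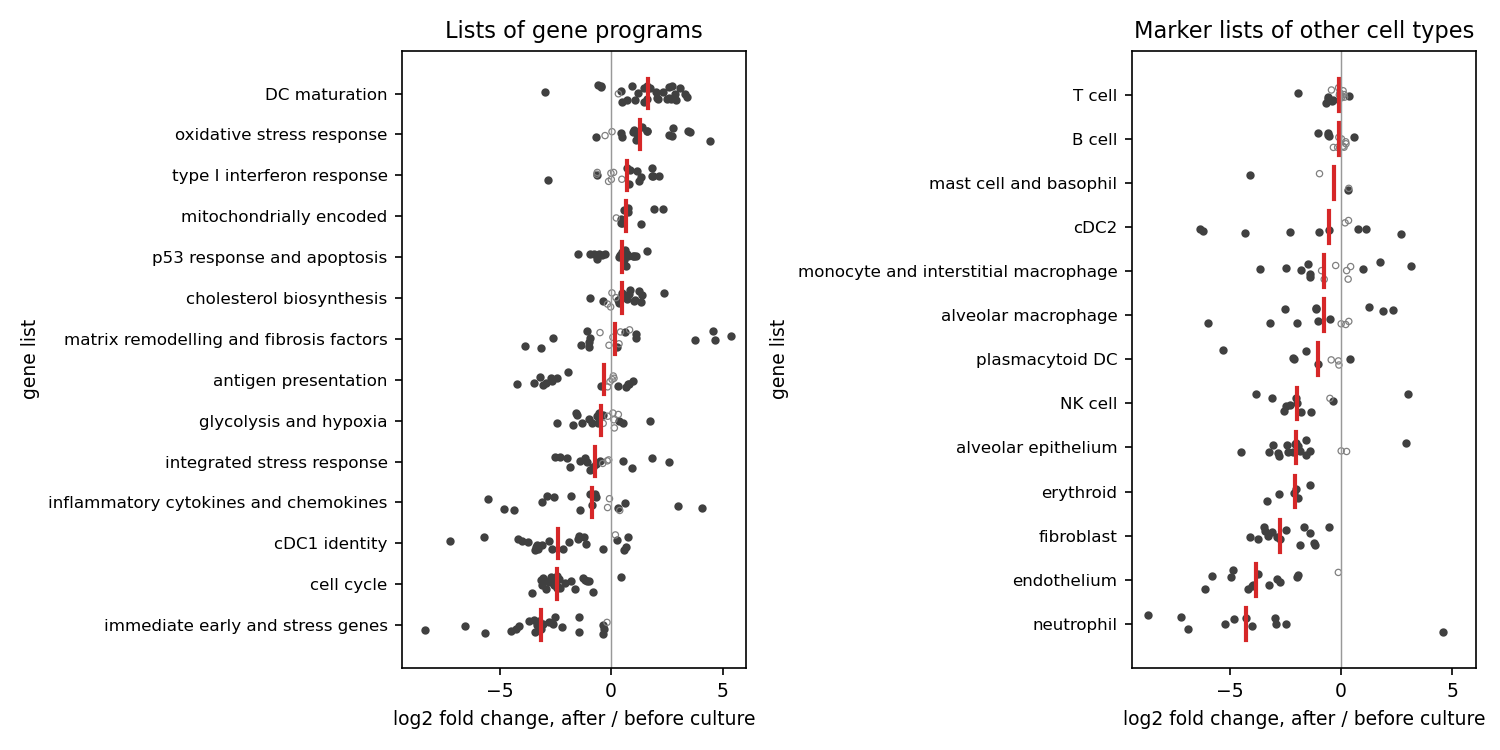
Log2 fold changes (after / before culture, horizontal) of each list's tested genes, with lists of gene programs on the left and marker lists of other cell types on the right; filled points have a limma adjusted p under 0.05, open points do not, and the red bar is the list median. Medians run from −3.17 to 1.68 on the left and from −4.28 to −0.07 on the right, where the T cell median of −0.07 changes sign under quantile normalization.

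The last comparison asked what the samples held beside the selected cells. Of the 170 genes on 13 marker lists of other cell types, 159 had a mean normalized count of at least 10, so transcripts listed for each of these types were read in these samples. Among them only Mmp8 and Ccl5 were also on a list of gene programs, and both were higher after culture. In camera with the preset correlation, 5 of the 13 lists passed, all with lower values after culture, and all 5 also passed in fry, which called 12. With the estimated correlation 0 passed, and 0 at an unadjusted p under 0.05 (lowest adjusted p 0.393). The mean log2 level of each of these 5 lists did not overlap between the groups. The neutrophil list had a median of −4.28 (camera adjusted p = 6.34e-04), which is the same with its 1 gene at the floor set to its bound, and Trem1 went from 5047 ± 896 to 43.2 ± 12.7. The endothelial list had a median of −3.83 (1.56e-06), and Vwf went from 9468 ± 1427 to 1282 ± 174 and Tie1 from 1711 ± 373 to 57.4 ± 12.3. Ramp2 was 56.3-fold lower, with 73.8% of its windows shared, most of all with Vps25. The fibroblast list had a median of −2.74 (3.93e-06), and Col3a1 went from 4704 ± 970 to 278 ± 80.5. The alveolar epithelial list had a median of −2.04 (8.16e-04). Cdh1 was 9.28-fold lower (6244 ± 685 before culture) and Napsa 4.38-fold lower (7835 ± 548 before culture), while Foxj1 was 7.60-fold higher. Whether the selected cells themselves express such marker genes was not tested, so these falls need not reflect a loss of epithelial cells. The NK cell list had a median of −1.99 (0.0163), and Gzma was 14.6-fold lower. This list did not pass with edgeR (0.123), in a range from 0.00106 to 0.535 over the alternatives with all samples.

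The other 8 marker lists did not pass in camera. Medians were −2.06 for erythroid genes (camera adjusted p = 0.0676), −1.04 for plasmacytoid dendritic cells (0.111), −0.77 for alveolar macrophages (0.304), −0.75 for monocytes and interstitial macrophages (0.427) and −0.53 for type 2 conventional dendritic cells (0.304). They were −0.33 for mast cells and basophils (0.636, with 4 genes tested), −0.10 for B cells (0.597) and −0.07 for T cells (0.304). The mast cell and basophil median ran from −0.511 to −0.158 when a replicate was left out. The T cell median was 0.028 under quantile normalization and 0.012 without replicate 2 after culture, and the B cell median was 0.081 without replicate 2 before culture. The erythroid list passed without replicate 3 before culture (0.0318) or replicate 4 after culture (0.0353), in a range up to 0.0911 over the 9 such fits. Without a filter, the erythroid list (0.00636, in a range from 0.00559 to 0.679 over the alternatives with all samples) and the plasmacytoid list (0.0258, in a range from 8.94e-06 to 0.393) passed. Members of single lists moved apart. Among macrophage and monocyte genes, Car4 was 67.6-fold, Cd14 11.6-fold and Ccr2 5.49-fold lower, while Lpl was 5.07-fold, Pf4 9.26-fold and Ms4a7 3.34-fold higher. Lyz2 was 2.03-fold higher, with 15.4% of its windows shared, most of all with Lyz1. Among the other dendritic cell lists, Mgl2 was 74.1-fold lower (16.5% of windows shared, most of all with Clec10a), Cd209a 75.0-fold lower and Siglech 32.7-fold lower. Of the type 2 list 3 genes were higher and 6 lower, and of the plasmacytoid list 1 was higher and 5 lower.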

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

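The tests in this part were chosen after these values were seen, and the outcome looked for in the GC correction of the T cell list was set before that correction was run. A sample was taken as far from its group when its gap to the next sample, over the group's range, exceeded Dixon's 95% critical value (0.71 for 5 samples, 0.829 for 4). Of 224 groups of values tested (112 measures in 2 groups), 13 held such a sample, where chance alone gives about 11. Of the 13, 11 were the same sample, replicate 4 before culture. Many of these measures are related, so the 11 are not independent.

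Replicate 4 before culture was the lowest of its group in the share of reads taken by the 20 top genes (9.76%, others 10.6 to 10.9%). It was the highest on the first principal component (−75.3, others −83.4 to −81.3) and the lowest on the second (−39.4, others 2.24 to 18.0). Its rank correlation across genes between GC content and level, taken relative to each gene's mean over all samples, was the lowest at 0.0311 (others 0.318 to 0.369). It was the highest in the mean log2 level of the T cell list (9.88, others 9.61 to 9.67) and of the NK cell list (8.78, others 7.86 to 8.12). Among named genes it was the highest in Serpinb9b (97.9, others 50.5 to 61.9) and the lowest in Batf3 (347, others 521 to 590), Tapbp (11136, others 12313 to 12757), Tgfb1 (10035, others 13026 to 13726) and Mgl2 (2989, others 3894 to 4234).

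For replicate 4, a GC-dependent difference of this library was tested by removing each sample's trend over GC content and length. On the first principal component this sample was then no longer apart, with a largest gap ratio of 0.206 in its group, which is consistent with a GC-dependent cause of that part. The T cell list stayed apart, with a gap ratio of 0.757, so a GC trend is not the whole cause of the pattern. The NK cell list (0.695) and the second component (0.672) fell just under the critical value of 0.71. A higher share of T and NK cells is a candidate explanation for the lists. Of the 29 genes on these 2 lists, 24 were highest in this sample, but the lists were taken up because their means were high in it and their genes vary together. This count therefore restates the pattern, and a higher share of these cells and another cause cannot be told apart by it. Of 29 macrophage and monocyte genes, 16 were lowest and 2 highest in it, which goes with a different cell mix but also rests on genes that vary together. Whether a different cell mix or a different library also lowered Batf3, Tapbp, Tgfb1 and Mgl2 was not tested. Without this sample, 12668 genes changed.

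Part of this pattern was also seen after culture, in replicate 3, whose library name carries the same number 4 as that of replicate 4 before culture. Within its group it was the lowest on the second principal component (−38.0, others −1.06 to 35.3), in the share of reads taken by the 20 top genes (9.72%, others 9.94 to 10.2%) and in the rank correlation with GC content (−0.347, others −0.329 to −0.234). It was the highest in the mean log2 level of the T cell list (9.60, others 9.23 to 9.47) and of the NK cell list (6.97, others 6.15 to 6.49). It was also the lowest in the monocyte and interstitial macrophage list (10.6, others 11.3 to 11.9) and in Tapbp, Tgfb1 and Mgl2. Against a shared pattern, Batf3 was highest in it (856, others 638 to 790) and the alveolar macrophage list was highest (10.4, others 9.80 to 10.2). None of these values passed the critical value for 4 samples. An animal or batch shared by these 2 libraries stays open as a cause, beside a different cell mix, because the labels do not say what the number stands for. This sample was looked at after its values were seen.

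Icam1 was low in replicate 1 before culture (6637, others 7853 to 8141), and Pf4, a gene of platelets and some macrophages, was high in replicate 2 after culture (1113, others 355 to 426). Each is 1 value among 224 groups, at a rate that chance gives, and no explanation was tested for them.

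The rows without a gene symbol lie outside the comparisons above. Of 423 such rows with a mean of at least 10, 132 were higher and 93 lower after culture (limma adjusted p under 0.05), 90 of the former by at least 2-fold. The 3 rows with most reads held 93.5 to 98.1% of all unnamed reads. Named rows of the table follow the order of genes in GRCm38.p6 (99.6% of consecutive pairs), so an unnamed row can be placed between its named neighbours. For 3 of these 3 rows the neighbours enclose an annotated structural RNA gene. For 2 rows they are Esp15 and Esp38, which enclose 6 annotated genes. These are 1 rRNA gene (CT010467.1), the lincRNAs Gm26917, Gm42418 and AY036118, and the pseudogenes CT010467.2 and AC188608.1, and at most 1 of the 2 rows can be the rRNA gene. For 1 row they are Fbxo9 and C920006O11Rik, which enclose Rn7sk and also the protein-coding Ick. Abundant structural RNA is a candidate explanation for these reads, but it and the other enclosed genes cannot be told apart by position alone. These gene names were chosen after their values were seen. The 2 Esp15 to Esp38 rows took 4.02 to 6.47% and 0.203 to 1.84% of reads before culture, against 2.58 to 3.59% and 0.171 to 0.572% after. The row beside Fbxo9 took 2.03 to 2.26% before and 0.888 to 0.946% after. A difference in rRNA removal between libraries and a change in the cells were not tested against each other.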

How the results depend on the processing

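The number of changed genes ran from 9925 to 14150 over the alternatives that used all samples, and from 11770 to 12668 over the 9 fits that each left out 1 replicate. The share of higher genes among those changed was 49.7%, and quantile normalization moved it most, to 55.0%. The median log2 fold change under that scaling was 0.098, against 0.0065 without it. The count of genes changed at least 2-fold was 3836 at a minimum mean of 50, where 13551 genes in place of 18202 were tested, and 8042 without a filter, where 31592 were. It ran from 5839 to 6105 when a replicate was left out. The first principal component held 60.0 to 89.7% of the variance over the filters, scalings and pseudocounts and 80.8 to 83.6% when a replicate was left out, and it separated the groups each time. The Itgae change ran from −3.42 to −3.29 over the alternatives with all samples and from −3.50 to −3.27 when a replicate was left out, past the threshold in each.

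Of 100 splits drawn from all splits of the 9 samples into 5 and 4, 1, the real one, gave as many changed genes, and the next largest gave 9108. For genes changed at least 2-fold it was also 1 of 100, with 4324 in the next. For the program lists 16 of 100 gave 9 or more lists and for the marker lists 46 of 100 gave 5 or more. The number of lists called by camera is therefore not specific to culture as a grouping, although the sizes and directions of the list medians are values of these groups. A mixed split into 5 and 4 still holds unequal shares of cultured samples, so its list calls are not free of the culture difference.

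The list counts depended on how correlation between genes was treated. With an estimated correlation, 0 program lists and 0 marker lists passed (3 and 0 at an unadjusted p under 0.05), while fry called 13 program lists and 12 marker lists. This follows from how the tests are built, since a larger correlation widens the error of a list and fry does not compare a list with other genes. Program lists that passed ran from 7 to 12 over the other alternatives and marker lists from 4 to 7. When a replicate was left out the counts were 9 to 11 and 5 to 6.

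Some list medians changed sign. After the GC and length correction, which was chosen after seeing the data, the matrix remodelling median was −0.0478 and the mitochondrially encoded median −0.0110. The mitochondrially encoded list also lost its call there (camera adjusted p = 0.793) and is counted below among the changes of sign. The T cell median was 0.0278 under quantile normalization and ran from −0.167 to 0.0124 when a replicate was left out, the latter without replicate 2 after culture. The B cell median ran from −0.169 to 0.0809 when a replicate was left out, the latter without replicate 2 before culture. The cause was not tested for any of these. In the 27 lists, 230 of 243 values with a replicate left out kept their direction and their side of the threshold, 3 fell below it, 8 rose past it and 2 changed sign. Of 377 values under the other alternatives, 330 kept both, 21 fell below, 22 rose past it and 4 changed sign. The integrated stress response list lost its call under 4 alternatives without a block or an omitted sample, among them a minimum mean of 50 (0.0566), edgeR (0.0596) and the GC and length correction (0.144), in a range of adjusted p from 5.37e-05 to 0.457.

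For 77 named genes, 689 of 693 values with a replicate left out kept their direction and their call, and 995 of 1000 under the other alternatives did, with 0 changes of sign among both. The genes that changed their call were Cd80 and Icam1 (lost after the GC and length correction), Il12b (gained with sample weights, under 1 replicate block and without 2 single replicates) and Zbtb46 (lost under 1 replicate block and without 2 single replicates). The cause was not tested.

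The titles and the library names number the samples after culture differently, so both were used as a replicate block. Pairing was checked by correlating deviations from the group means. By library number the 4 pairs had correlations of 0.0807, 0.247, 0.349 and 0.0447, and by title number 0.0807, 0.0796, −0.213 and −0.0403. Neither numbering had all pairs above 0.1, so the numbers were not taken to pair the samples. The mean correlation of 0.180 by library number was the highest of the 120 ways to assign the samples, and that of −0.0233 by title number was reached or exceeded by 69. With the replicate block by title number, 11646 genes changed and 5870 did so at least 2-fold, 8 program lists and 5 marker lists passed, and Itgae changed by −3.40. With the replicate block by library number these were 12836, 5951, 7, 6 and −3.42, and the B cell median was 0.0809. The integrated stress response list did not pass under either block (0.0548 and 0.0504). Under the block by library number the cytokine list did not pass (0.0504) and the erythroid list did (0.00591), in ranges over all-sample alternatives of 5.37e-05 to 0.457 and 0.00559 to 0.679.

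Depth limits few of these results. Of genes with a mean of at least 500, 74.9% changed, which argues against read depth as the cause of the number of changed genes. What depth limits is the size of change for genes such as Slc6a2, Shisa7, Cxcl5 and Ido2, where 1 group held 11 reads or fewer in each sample.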

Other observations

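The tests of a gain of other cell types behind the maturation list, of GC content and length, of mitochondrial genes and of receptor targets were set before the result each measures was seen. The tests of top genes, of 2-fold rises among receptor targets, of a loss of other cell types behind the maturation list, and on Itgae, immediate early genes, class II genes and mt-Atp8 were chosen after it was seen.

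The number of changed genes, 12524 of 18202, was set against technical explanations. The share of reads taken by the 20 top genes could shift all other genes by at most 0.0189 (log2) between any 2 samples, and all 12524 changed genes moved by more (0.152 or more), so a few abundant genes taking reads from the others are argued against. A test planned before, of the balance of calls after rescaling without these genes, could not decide and is not used. Removing each sample's trend over GC content and transcript length left 11741 changed genes of 17552, against 12089 without the correction, so such a trend is not the whole cause either. Of the 11741, 10023 were also among the 12524, and 9900 of these had the same direction, so the correction turned the direction of the rest. The culture itself remains open as a biological explanation. Anything else that differed between the groups in handling goes with culture in this design and was not tested apart from it.

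Log2 fold changes fell with GC content across genes (Spearman −0.320, 17552 genes, which are not independent replicates). In each sample, GC content was also correlated by rank with each gene's log2 level minus its mean over all samples. This correlation ran from 0.0311 to 0.369 before and from −0.347 to −0.234 after culture. Such deviations balance out over the samples of a gene, so opposite signs in the groups follow from the fold changes and are not separate evidence. The gap between the groups was 0.265, less than the range of 0.338 among samples before culture, a range that rests on replicate 4. Without that sample the gap was 0.552 and the range 0.0510. GC-dependent library differences and a change in the expressed genes cannot be told apart here, because the trend goes with the groups and its spread before culture is set by 1 sample.

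Maturation genes rose by a median of 1.68 (log2), above the medians of all 13 marker lists of other cell types, which ran from −4.28 to −0.07. A gain of those cell types as the cause of the rise is therefore argued against. A loss of other cells would enrich the dendritic cells and raise their genes alike, yet the cDC1 identity list fell by a median of −2.40, so such a loss alone is argued against as well. A response of the dendritic cells to isolation and culture may explain it and is a hypothesis, since it was found on the same data. Against a uniform program, Cd86, Cd83, Icam1 and Ccl17 of this list were lower.

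Itgae and most cDC1 genes fell, which could reflect fewer of the selected cells. That alone would lower the cDC1 genes that other cells in the samples do not also express. Of the 24 list genes, 4 were higher past the threshold (Batf3, Flt3, Id2 and Zbtb46). Whether other cells in the samples express these 4 was not tested, so a lower share of the selected cells as the whole cause cannot be excluded. Class II genes fell by a median of −2.94 while the B cell list moved by −0.0968, so a loss of B cells is argued against as the source. Loss of other cells that carry class II was not tested.

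Immediate early genes had the highest mean log2 level of the 27 lists before culture and fell by a median of −3.17. That level (13.81 ± 0.12, SD) was within the spread of the antigen presentation list (13.77 ± 0.12), and levels are not corrected for gene length. Loss of endothelial, fibroblast and epithelial cells could contribute, since their marker lists fell by medians of −3.83, −2.74 and −2.04. The value for immediate early genes lies between these, so that loss and a fading response to tissue digestion cannot be told apart from the medians, and no earlier time point is used here.

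Ahrr, chosen after its values were seen, rose from 16.6 ± 6.84 to 1591 ± 257 (SD, log2 fold change 6.58). A candidate explanation is activation of the aryl hydrocarbon receptor, of which Ahrr is a target, in the culture medium. Of 8 tested target genes on a list that left out those already seen, 5 were higher, among them Cyp1a1 (50.7 ± 55.1 against 285 ± 88.9) and Cyp1b1 (51.5 ± 9.94 against 383 ± 39.3), and Tiparp was lower (4877 ± 320 against 1923 ± 85.9). By chance 5 or more of 8 would be higher with a one-sided hypergeometric p of 0.0971, where 34.2% of tested genes were higher. Ugt1a6a and Ugt1a6b, which are 2 of the 5, are neighbouring members of 1 gene family and not independent. All 5 rose at least 2-fold, as 14.1% of tested genes did, and 5 or more of 8 were that high in random lists matched on mean normalized count with a one-sided permutation p of 0.00291. With the Ugt1a6 pair taken as 1 gene this was 4 of 7 (0.00989), so chance is argued against for the 2-fold rises, a size of change applied to this list after its values were seen. Activation stays a hypothesis, since the count at the threshold set before is within chance and Tiparp fell. It and another cause of these rises cannot be told apart with so few genes.

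Several mitochondrial messages were listed near 0 in all samples although such transcripts are abundant in most cells. Over the 13 protein-coding mitochondrial genes, the mean normalized count per kb fell with the percent of 50-base windows found in other annotated transcripts (Spearman −0.635, permutation p = 0.0239, across genes). The 5 genes with over 97% of windows shared had at most 318 per kb, and the others at least 14708 per kb except mt-Atp8. Counting that leaves out reads shared with nuclear copies may explain these 5. For mt-Atp8, at 2.52 per kb, 0% of windows are shared, so copies in annotated transcripts are argued against there. Copies outside annotated transcripts were not searched, so this explanation stays open for mt-Atp8. The genes of the mitochondrially encoded list are therefore not comparable in level with each other.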
